# Analysis of BMP4 and BMP7 signaling in breast cancer cells unveils time-dependent transcription patterns and highlights a common synexpression group of genes

**DOI:** 10.1186/1755-8794-4-80

**Published:** 2011-11-25

**Authors:** Alejandra Rodriguez-Martinez, Emma-Leena Alarmo, Lilli Saarinen, Johanna Ketolainen, Kari Nousiainen, Sampsa Hautaniemi, Anne Kallioniemi

**Keywords:** bone morphogenetic protein, breast cancer, BMP4, BMP7, expression microarray

## Abstract

**Background:**

Bone morphogenetic proteins (BMPs) are members of the TGF-beta superfamily of growth factors. They are known for their roles in regulation of osteogenesis and developmental processes and, in recent years, evidence has accumulated of their crucial functions in tumor biology. BMP4 and BMP7, in particular, have been implicated in breast cancer. However, little is known about BMP target genes in the context of tumor. We explored the effects of BMP4 and BMP7 treatment on global gene transcription in seven breast cancer cell lines during a 6-point time series, using a whole-genome oligo microarray. Data analysis included hierarchical clustering of differentially expressed genes, gene ontology enrichment analyses and model based clustering of temporal data.

**Results:**

Both ligands had a strong effect on gene expression, although the response to BMP4 treatment was more pronounced. The cellular functions most strongly affected by BMP signaling were regulation of transcription and development. The observed transcriptional response, as well as its functional outcome, followed a temporal sequence, with regulation of gene expression and signal transduction leading to changes in metabolism and cell proliferation. Hierarchical clustering revealed distinct differences in the response of individual cell lines to BMPs, but also highlighted a synexpression group of genes for both ligands. Interestingly, the majority of the genes within these synexpression groups were shared by the two ligands, probably representing the core molecular responses common to BMP4 and BMP7 signaling pathways.

**Conclusions:**

All in all, we show that BMP signaling has a remarkable effect on gene transcription in breast cancer cells and that the functions affected follow a logical temporal pattern. Our results also uncover components of the common cellular transcriptional response to BMP4 and BMP7. Most importantly, this study provides a list of potential novel BMP target genes relevant in breast cancer.

## Background

Bone morphogenetic proteins (BMPs) are extracellular ligand molecules that belong to the transforming growth factor β (TGF-β) superfamily. To date, 21 members of the human BMP family have been identified [1]. BMPs regulate transcription of target genes by signaling through type I and II transmembrane serine-threonine receptors. Binding of the ligand to the type II receptor elicits phosphorylation of the type I receptor, which, as a result, is able to phosphorylate other molecules and transmit the signal. In the canonical BMP pathway, the type I receptor phosphorylates receptor-regulated SMAD (homologue of Drosophila Mothers Against Decapentaplegic) proteins (R-SMADs, SMAD-1/5/8), which then bind to the common mediator SMAD4; the resulting SMAD complex translocates to the nucleus to regulate transcription of target genes [1]. The signals generated by BMPs in the cell membrane may be also transferred into the cell via ERK, JNK and p38 mitogen-activated protein kinases (MAPK) [2,3]. Moreover, there is crosstalk between BMP signaling and other cellular signaling cascades, such as the Wnt, JAK/STAT and Notch pathways [4-6].

BMPs were first identified as inducers of ectopic bone formation *in vivo *[7] but were later found to be crucial multifunctional regulators of development [8]. During the last decade, the role of BMPs in cancer development has gained increasing interest [9-11]. The importance of BMP4 and BMP7 in breast cancer was highlighted in a survey of seven BMPs: these two ligands had the highest expression levels and were the most frequently expressed among 22 cell lines and 39 primary tumor samples [12]. The expression of BMP4 and BMP7 in breast cancer also has been demonstrated in several other reports [13-17]. Interestingly, BMP7 protein expression in primary breast tumors has been associated with accelerated bone metastasis formation and served as an independent prognostic factor for early bone metastasis in a study based on a set of 409 patient samples [15] though, with a smaller set of 67 patient samples, this association was not established [18].

The functional significance of BMP4 and BMP7 in breast cancer has been studied predominantly through the use of *in vitro *models. BMP4 was shown to inhibit cell proliferation in a panel of breast cancer cell lines by inducing a G1 cell cycle arrest [14]. The effects of exogenous BMP4 on breast cancer cell migration and invasion have also been studied. For the most part, the data suggest promotion of these cellular abilities by BMP4 in several breast cancer cell lines and in normal breast epithelial cells [14,19], while a study in which only MDA-MB-231 cells were analyzed reported the opposite phenotype [20]. For BMP7, the results from different reports and different cell lines are more variable. *In vitro *examination of BMP7 manipulation have revealed cell line-specific effects on cell proliferation, migration and invasion; BMP7 induces all of these parameters in MDA-MB-231 cells and inhibits cellular proliferation in several other cell lines [21]. In opposition, in an *in vivo *xenograft mouse model of MDA-MB-231 cells, BMP7 reduced tumor growth as well as the formation and growth of bone metastases [18].

In spite of the many years since the discovery of BMPs and being currently a very active topic in cancer research, little is known about their target genes in tumor conditions. The present study was designed to gain knowledge in this topic, by exploring the effects of BMP4 and BMP7 signaling on gene transcription in seven breast cancer cell lines and throughout a 6-point time series, using a genome-wide approach. We characterized the transcriptional response of breast cancer cells to BMP signaling in an analysis that included a temporal dimension and the comparison of different cell lines and two BMP ligands. Finally and most importantly, we report novel potential BMP target genes relevant in breast cancer.

## Methods

### Breast cancer cell lines

Seven breast cancer cell lines (HCC1954, MDA-MB-361, ZR-75-30, HCC1419, SK-BR-3, MDA-MB-231 and T-47D) were purchased from the American Type Culture Collection (ATCC, Manassas, VA) and cultured according to the recommended conditions except for MDA-MB-231 and T-47D, for which the concentration of FBS in culture media were 1% and 5%, respectively.

### BMP4 and BMP7 treatments

Recombinant human BMP4 and BMP7 proteins were purchased from R&D Systems (Minneapolis, MN). Three cell lines (HCC1954, MDA-MB-361 and ZR-75-30) were treated with both BMP4 (100 ng/ml) and BMP7 (50 ng/ml) separately. HCC1419 and SK-BR-3 cell lines received only BMP4 treatment (100 ng/ml), while MDA-MB-231 and T-47D were treated only with BMP7 (50 ng/ml). Cells were seeded on 24-well plates, allowed to adhere for 24 h, and treated with the BMP ligand or vehicle for 30 min, 1 h, 3 h, 6 h, 12 h and 24 h (Figure 1A). Experiments were performed in triplicate and collected cells were pooled.

**Figure 1:**
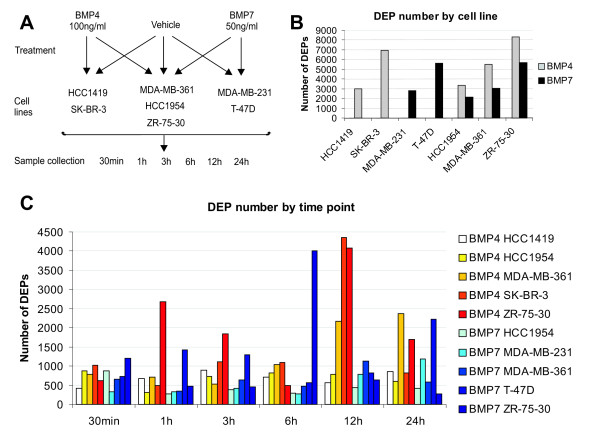
**Experimental workflow and numbers of differentially expressed probes (DEPs) resulting from BMP4 or BMP7 treatment**. (A) Seven breast cancer cell lines were cultured on 24-well plates, allowed to adhere for 24 h, and treated with the BMP ligand or vehicle for 30 min, 1 h, 3 h, 6 h, 12 h, and 24 h. Experiments were performed in triplicate, and collected cells were pooled. (B) The expression data from each cell line were individually filtered according to the following criteria: differential expression of at least 2-fold at a minimum of one time point. The number of DEPs per cell line is represented. (C) The expression data from individual time points of every cell line were filtered according to a 2-fold cutoff in expression change. The number of DEPs per time point is shown.

### Microarrays

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Valencia, CA) and the quality of RNA was validated using the Agilent RNA 6000 Nano Kit (Agilent Technologies, Palo Alto, CA, USA). Total RNA (500 ng) was used to generate fluorescent Cy-3-(vehicle treated cells) or Cy-5-labeled cRNA (BMP4- or BMP7-treated cells) using the Agilent Low RNA Input Fluorescence Linear Amplification Kit (Agilent Technologies). The labeled cRNAs were hybridized to the 44 K Whole Human Genome oligo microarrays (Agilent Technologies) according to the manufacturer's protocol. Microarray slides were scanned (Agilent Microarray Scanner) after hybridization, and data were extracted using the Feature Extraction software, version A.7.5.1 (Agilent Technologies). The microarray data has been submitted to the GEO database (accession number GSE31605).

### Data analysis

The microarray data were first subjected to linear normalization to allow comparison between arrays. All probes were compared to the reference sequence using BLAST (v.2.2.23). Ensembl IDs for the probes were obtained by examining the probe's genomic location. The Ensembl *Homo sapiens *database version 60.37e was used. This process resulted in the annotation of 84% of all the probes. A total of 66% of the probes mapped uniquely to genes and 16% mapped to multiple genes.

In order to determine differentially-expressed genes, expression data were subjected to three types of filtering: cell line-specific, time point-specific and general filtering. Cell line-specific filtering was done separately for each cell line, following the criteria of a differential expression of at least 2-fold in a minimum of one time point. In the time point-specific filtering, data from each time point were independently filtered according to a 2-fold expression change cutoff. General filtering was performed on all the data from all the cell lines together (separately for BMP4 and BMP7) following the next criteria: probes with a differential expression of at least 3-fold in at least three events and/or 2-fold in at least four events were considered for subsequent analysis. An event refers to any time point of any cell line, resulting in a maximum number of 30 events (5 cell lines and 6 time points per cell line). The data sets produced by general filtering were further hand-annotated to reduce the number of probes with multiple annotations. Uniquely annotated probes are designated hereafter as "genes, " whereas the terms "probe" and "genetic element" refer to multiple annotated probes or any data including them. The gene lists resulting from general filtering were ranked according to the number of events in which they showed regulation. Furthermore, all the probes derived from general filtering were subjected to hierarchical clustering using correlation metrics, agglomerative strategy and average linkage method.

Enrichments of gene ontology (GO) terms were performed on several data sets applying Fisher's exact test and using all genes present on the microarray as a reference [22]. In all the GO enrichment analyses, only probes with unique annotation were used.

A model-based clustering method [23] that allows the finding of clusters of genes with similar expression profiles was performed using MCLUST R package [24]. This method was applied to data resulting from cell line-specific filtering. Data were log2-transformed and scaled to unit length. In the model-based clustering method, the clusters are considered to be groups displaying multivariate distributions. Several models were fitted to the data. The selections of the best model and the number of clusters were made based upon maximizing Bayesian Information Criterion (BIC) values for the specific model and number of clusters that best represented the data. The data analyses were performed using the Anduril data analysis framework [25] and R [26].

## Results

The aim of this study was to uncover the transcriptional responses of BMP4 and BMP7 signaling in breast cancer. To this end, we selected breast cancer cell lines with low endogenous expression of BMP4 (HCC1419, SK-BR-3), BMP7 (MDA-MB-231, T-47D) or both (HCC1954, MDA-MB-361, ZR-75-30) [12,14] and treated them with the corresponding BMP ligand (rhBMP4 or rhBMP7) and vehicle controls (Figure 1A). 

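For the BMP7 experiment, 30 two-colour Agilent arrays were deposited, 1 for each of 5 cell lines at each of 6 time points from 30 min to 24 h. On every array the vehicle-treated cells were labeled with Cy3 and the cells treated with BMP7 (50 ng/ml) with Cy5. No array had the dyes swapped, so a constant dye effect of a probe is part of its log ratio. The cells of 3 cultures were pooled for each sample, so no value has a replicate. The files hold the output of the Feature Extraction software, whose log ratios are already corrected for background and normalized between the dyes. From these, log2 ratios of BMP7 over vehicle were computed for 41000 probes, without control spots and without spots marked as outliers, and spots of the same probe were averaged. Each array was set to a median log ratio of 0, which was its median already. Between 54.6% and 69.1% of the probes on an array were well above background in both channels, with a median of 63.8%. By cell line the median was 64.7% in HCC1954, 65.1% in MDA-MB-231, 63.8% in MDA-MB-361, 61.9% in T-47D and 61.7% in ZR-75-30. The arrays lay on 13 slides and were scanned in 2 batches. The second batch held 6 arrays, namely HCC1954 at 30 min, MDA-MB-231 at 30 min and 6 h, T-47D at 3 h, and ZR-75-30 at 30 min and 6 h. Apart from 1 slide shared by MDA-MB-231 and ZR-75-30, each slide held a single cell line.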

Global gene expression levels were analyzed at six different time points from 30 min to 24 h in order to reveal the temporal patterns of transcriptional changes.

### Overall transcriptional response to BMP4 and BMP7 treatment

Due to the multidimensional nature of our data, we used three different filtering approaches, each of them allowing analysis from a different perspective. 

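With a change of at least 2-fold at 1 or more time points, 2066 probes were differentially expressed in HCC1954, 2580 in MDA-MB-231, 3005 in MDA-MB-361, 5553 in T-47D and 5639 in ZR-75-30 after BMP7 treatment. Probes raised at 1 or more time points numbered 985 in HCC1954 and 2817 in ZR-75-30, and probes lowered at 1 or more time points 1108 and 3046. With normexp background correction and median scaling, 10619 were raised and 237 lowered in HCC1954, and 756 raised and 3321 lowered in ZR-75-30, so the balance of up and down depends on the normalization. With 1 array per cell line and time point, these counts have no replicate check.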

Cell line-specific analysis of the expression data evidenced considerable variation in the number of differentially expressed probes (DEPs) from one cell line to another (Figure 1B), implicating distinct differences in their transcriptional response to BMPs. 

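The mean number of DEPs over the 5 cell lines treated with BMP7 was 3768.6. It moved most when the arrays were normalized by loess after normexp background correction, to 510.4, and was 5323.4 with median scaling in place of loess. Of all 22869 changes of 2-fold or more on single arrays, 73.3% fell on spots that were not well above background in both channels, and with both channels required to be so the mean was 1030.8.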

Further evaluation of these results revealed that BMP4 treatment resulted in greater amounts of DEPs than BMP7 (average number of DEPs per cell line: 5, 469 versus 3, 898 for BMP4 and BMP7, respectively; Figure 1B). This finding could not be explained by the differences in cell lines used to study the two ligands, as a similar outcome was observed in the three lines treated with both BMP4 and BMP7 (HCC-1954, MDA-MB-361 and ZR-75-30). 

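On single arrays, the number of DEPs after BMP7 treatment ranged from 232 in HCC1954 at 1 h to 4044 in ZR-75-30 at 6 h. The highest count of each other line was 839 in HCC1954 at 30 min, 984 in MDA-MB-231 at 24 h, 1114 in MDA-MB-361 at 12 h and 2092 in T-47D at 24 h. Over all 30 arrays, the share of DEPs that were well above background in both channels lay between 4.23% and 54.8%.

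**Figure D1:**
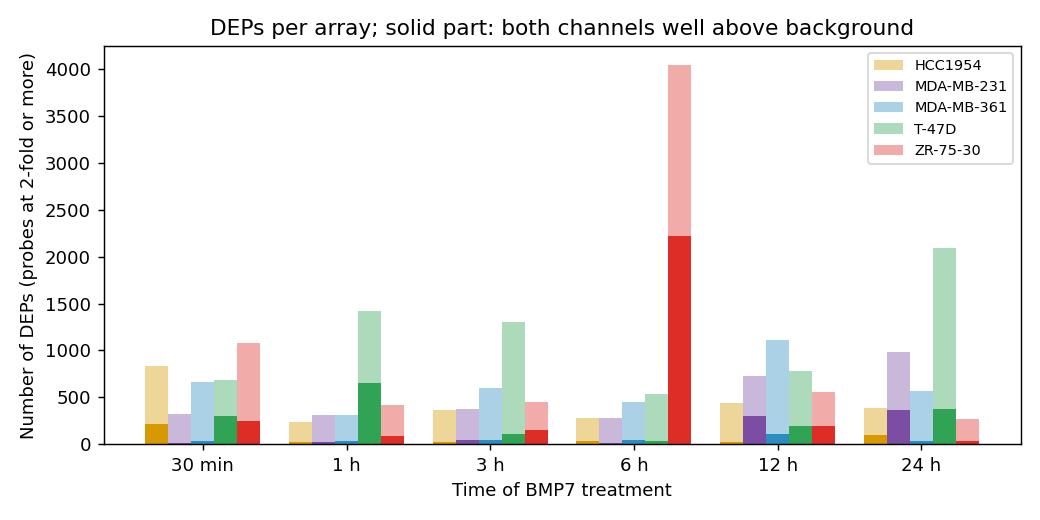
Number of DEPs (probes changed at least 2-fold) on each of the 30 arrays, by time of BMP7 treatment and cell line. The solid part of each bar counts DEPs well above background in both channels; the highest bar, ZR-75-30 at 6 h, stands at 4044.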

Time point-specific filtering revealed clear temporal variation in the number of DEPs (Figure 1 C). Generally, there was a tendency towards a greater amount of DEPs at later time points. 

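For BMP7, the median number of DEPs over the 5 cell lines was 684 at 30 min, 314 at 1 h, 449 at 3 h, 448 at 6 h, 728 at 12 h and 568 at 24 h. Spearman's rho between time and the number of DEPs was 0.0286 in HCC1954, 0.60 in MDA-MB-231, 0.0857 in MDA-MB-361, 0.314 in T-47D and -0.314 in ZR-75-30. Their sum of 0.714 was not larger than expected by chance when time labels were permuted within each cell line (permutation test, one-sided, p = 0.250). With normexp background correction it was -0.66 after loess normalization and -0.89 after median scaling. Among the arrays of the first scan batch alone, a subset chosen after seeing the data, the sum was 2.19 (permutation test, one-sided, p = 0.0301), the only alternative with a p under 0.05.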

In order to focus our attention especially on those genes whose expression was most consistently and extensively affected by BMP4 and BMP7 signaling, we performed a general filtering of the expression data according to the following criteria: fold change (FC) ≥ +/-3 in at least 3 events and/or FC ≥ +/-2 in at least 4 events. This resulted in the identification of 2, 421 and 1, 263 differentially expressed gene elements (1, 678 and 905 uniquely annotated probes) for BMP4 and BMP7 experiments respectively, further evidencing a more prominent effect of BMP4 than BMP7 on gene transcription.

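In the BMP7 data, 1140 probes passed these criteria, and 528 different gene symbols could be assigned to them through the RefSeq gene table. They accounted for 3148 upregulation and 2778 downregulation events. Leaving out ZR-75-30 left 515 probes and leaving out T-47D left 593. With both channels required to be well above background, 252 probes passed.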

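Over the probes that passed general filtering of the BMP7 data, the mean Pearson correlation was 0.336 between arrays of the same cell line and 0.120 between arrays of different lines. The difference of 0.217 was larger than in any of the 100000 permutations of the cell line labels (permutation test, one-sided, p = 1e-05, the smallest these permutations can give). Since most slides held a single line, the difference was also computed over pairs of arrays on different slides, where it was 0.202 (permutation test, one-sided, p = 1e-05, again the smallest possible). Over pairs scanned on different days it was 0.144 (permutation test, one-sided, p = 4e-05). Both of these comparisons were added after seeing the data. The latter holds no pair within MDA-MB-361, since all arrays of that line were scanned on a single day. Each scan day of the first batch held a single line.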

Unsupervised hierarchical clustering on the data sets resulting from general filtering (BMP4 and BMP7 separately) revealed that the samples originating from a particular cell line mainly clustered together (Figure 2), suggesting considerable variation in the response of individual cell lines to BMPs. The most obvious examples are MDA-MB-361, ZR-75-30, and HCC1419 (for BMP4) as well as MDA-MB-361 and HCC1954 (for BMP7). 

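In an average linkage tree of the BMP7 arrays, the smallest branch that held all 6 arrays of MDA-MB-361 had 10 arrays, and for HCC1954 it had 16. It had 18 arrays for MDA-MB-231, 20 for T-47D and 30 for ZR-75-30. The array with the highest correlation was of the same line for 6 of 6 arrays of MDA-MB-361, 5 of 6 of HCC1954, 5 of 6 of T-47D, 4 of 6 of MDA-MB-231 and 4 of 6 of ZR-75-30. Over 6 alternatives with all 30 arrays, the branch had 6 to 10 arrays for MDA-MB-361, 8 to 15 for HCC1954, 18 to 30 for MDA-MB-231, 20 to 30 for T-47D and 30 for ZR-75-30. The array with the highest correlation was then of the same line for 4 to 6 arrays of MDA-MB-361, 1 (normexp and loess) to 5 of HCC1954, 4 to 6 of T-47D, 2 to 4 of MDA-MB-231 and 4 of ZR-75-30. From the clustering of samples by cell line, the paper proposes that individual cell lines vary considerably in their response to BMPs.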

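Arrays of the same time point correlated at a mean of 0.156 and arrays of different time points at 0.157. The difference was -0.00117 (permutation test, one-sided, p = 0.467). All 60 pairs of the same time point joined different lines. The 375 other pairs included the 75 pairs within a line, which correlated at a mean of 0.336. This comparison therefore cannot decide on an effect of the time point, since the cell lines work against it. At 30 min of BMP7 treatment, the arrays of HCC1954, MDA-MB-231 and ZR-75-30, all of the second scan batch, correlated with each other at a mean of 0.433. The 6 pairs of 30 min arrays from different lines and different scan batches had a mean of 0.184, against 0.115 for the 112 other such pairs. Against other choices of 1 array per line from the same scan batches, the former was not past 0.05 (exact permutation test, one-sided, p = 0.0917). The 1 pair of 30 min arrays within the first scan batch correlated at -0.0814, against a mean of 0.119 for 228 other pairs of different lines there. With 1 array per line, these comparisons rest on few pairs. The smallest branch holding the 30 min arrays of MDA-MB-231, ZR-75-30, HCC1954 and T-47D had 16 arrays. Over the alternatives with all 30 arrays it was smaller, with 5 after normexp and loess, with both channels well above background or with outlier-marked spots kept, 10 after normexp and median scaling or with the series matrix values, and 11 with at least 1 channel well above background. Leaving out the shift of the median changed nothing.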

Clustering according to time point was an uncommon phenomenon, but it was observed for the samples derived from MDA-MB-231, ZR-75-30, HCC1954 and T-47D after 30 min of BMP7 treatment (Figure 2B). At the probe level, both BMP4 and BMP7 hierarchical trees revealed a small subset of gene elements that clustered tightly together (named clusters A and B hereafter, Figure 2, blue boxes). However, it is important to note that the expression of the genes in these clusters was not altered in a similar fashion in all the cell lines; rather, they were upregulated in some cell lines and downregulated in others, showing diverse temporal patterns. For both ligands, these clusters appeared to dictate the division of the samples into two major tree branches (Figure 2).

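Divided into 2 branches, the tree of BMP7 arrays had 20 arrays in one and 10 in the other. The smaller branch held all 6 arrays of MDA-MB-361 and 4 of ZR-75-30. The mean of the arrays' median log2 ratios over the probes shared by clusters A and B was -0.45 in the larger branch and 0.67 in the smaller. These probes were chosen by the paper from these arrays, so the difference is not an independent test.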

**Figure 2:**
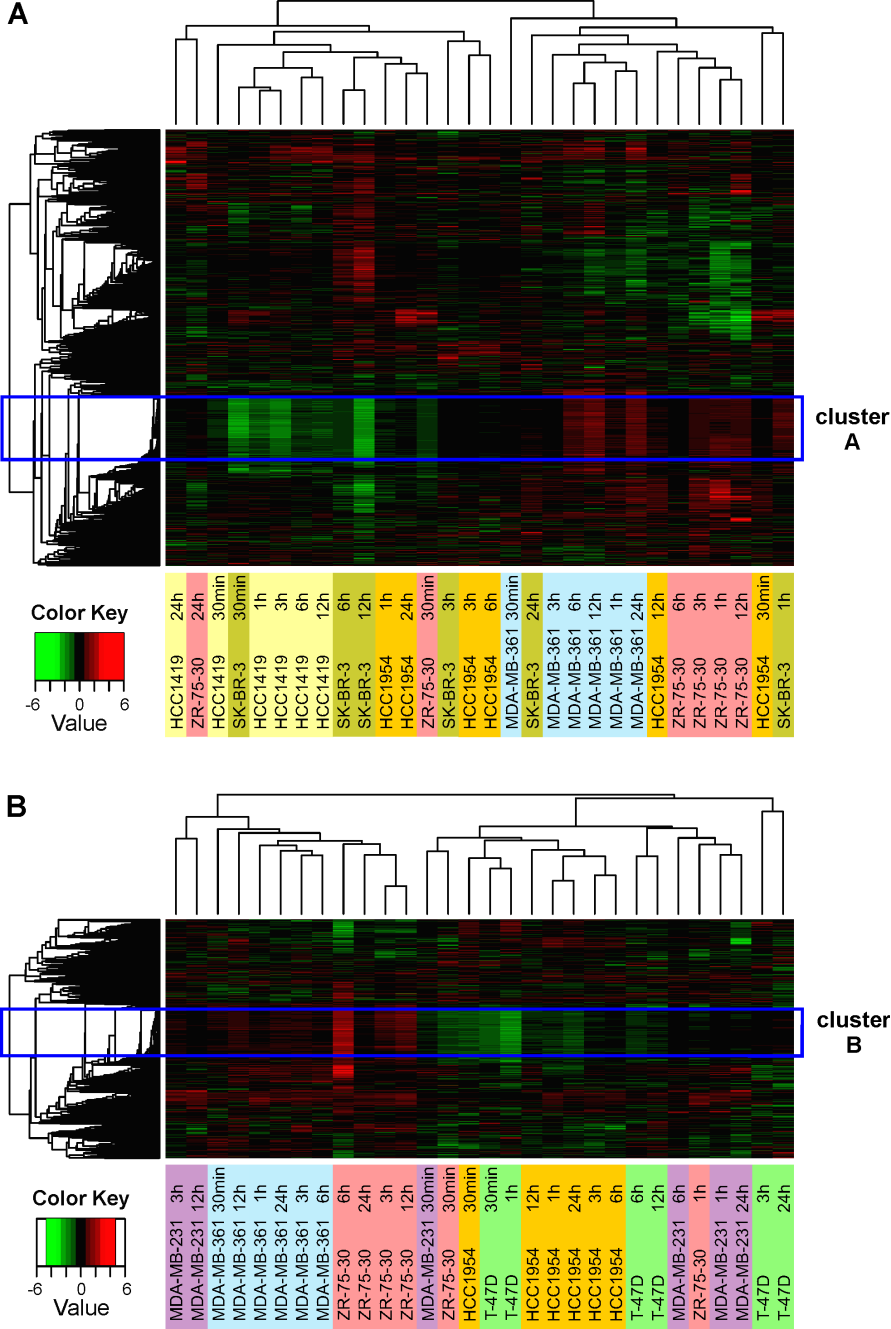
**Unsupervised hierarchical clustering of microarray data**. The data sets resulting from general filtering (2, 421 probes for (A) BMP4 and 1, 263 probes for (B) BMP7) were subjected to this analysis. For both ligands, there is an evident cluster of gene elements showing very highly correlated expression patterns throughout the samples (gene clusters A and B, blue boxes).

In order to obtain a general view of the cellular functions regulated as a result of BMP4 and BMP7 signaling in breast cancer cell lines, we performed a GO enrichment analysis on the data sets resulting from general filtering. As might have been expected, functional categories related to regulation of transcription were among the most highly enriched for both ligands. Additionally, genes involved in organ development were abundantly regulated as a result of stimulation with either ligand. In this regard, BMP4 seemed more often to regulate genes involved in skeletal system development (Table 1), while BMP7, on the other hand, appeared to regulate genes involved in epithelial development, neurogenesis and tube development (Table 2).

**Table 1:** Enriched gene ontology categories for differentially expressed genes as a result of BMP4 treatment.

Category	Number of genes	*p*-Value
*Biological process*		
GO:0006355: regulation of transcription, DNA-dependent	240	0.005
GO:0009888: tissue development	128	0.014
GO:0001501: skeletal system development	53	0.031
GO:0030154: cell differentiation	237	0.041
		
*Molecular function*		
GO:0043565: sequence-specific DNA binding	94	0.043
GO:0003700: sequence-specific DNA binding transcription factor activity	133	0.046

**Table 2:** Enriched gene ontology categories for differentially expressed genes as a result of BMP7 treatment.

Category	Number of genes	*p*-Value
*Biological process*		
GO:0030182: neuron differentiation	55	0.024
GO:0048730: epidermis morphogenesis	8	0.025
GO:0051239: regulation of multicellular organismal process	88	0.025
GO:0045944: positive regulation of transcription from RNA polymerase II promoter	42	0.028
GO:0030855: epithelial cell differentiation	24	0.031
GO:0016481: negative regulation of transcription	50	0.033
GO:0035295: tube development	32	0.042
		
*Molecular function*		
GO:0043565: sequence-specific DNA binding	57	0.024
GO:0003705: RNA polymerase II transcription factor activity, enhancer binding	10	0.025
GO:0016564: transcription repressor activity	38	0.038

### A common synexpression group of genes regulated in response to BMP4 and BMP7 signaling

As mentioned above, hierarchical clustering unveiled gene clusters A (BMP4, containing 329 probes) and B (BMP7, 228 probes) with highly correlated expression patterns (Figure 2, blue boxes). 

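In the BMP7 data, the 210 probes that clusters A and B share had a mean pairwise Pearson correlation of 0.919 over the 30 arrays. The paper picked these probes from the same arrays because they clustered, so their high correlation is not an independent test. The 967 other probes past the general filter had a mean of 0.0137. In a probe tree computed from the 1019 filtered probes with a value on every array, the branch closest to the shared set held 166 probes, 160 of which belong to it. Of the 210 probes, 173 passed the general filter, and all 210 did with the series matrix values that the authors deposited.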

Interestingly, of all the probes contained in clusters A and B, 210 (154 genes with known and unique annotation, named group C hereafter, Additional file 1) were present in both clusters and thus represent shared BMP target genes. Direct comparisons of the expression patterns of group C probes in the three cell lines (HCC1954, MDA-MB-361 and ZR-75-30) treated with both ligands revealed elements of similarity between BMP4 and BMP7 response in the same cell line but high variability between different cell lines (Figure 3). For example, these genes were commonly upregulated in MDA-MB-361 while downregulated in HCC1954. 

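Over the group C probes, the mean of the 6 array medians after BMP7 treatment was a log2 ratio of 0.47 in MDA-MB-361 (SD 0.12 over 6 time points) and -0.61 in HCC1954 (SD 0.28 over 6 time points). The median was above 0 on 6 of 6 arrays of MDA-MB-361 and below 0 on 6 of 6 arrays of HCC1954. The difference of 1.07 had the smallest p that 6 arrays against 6 allow (exact permutation test, two-sided, p = 0.00216). The arrays of a line are different time points and not replicates of a condition. With 1 value per slide, 2 slides against 3, the difference was 1.19 (exact permutation test, two-sided, p = 0.10, the smallest this design allows). With normexp and median scaling, the median in HCC1954 was below 0 on 4 of 6 arrays, with a mean of -0.17, and that in MDA-MB-361 above 0 on 6 of 6. In ZR-75-30 the median was above 0 on 4 arrays, with a range from -0.88 to 1.75, and in T-47D and MDA-MB-231 on 1 array each. With normexp and median scaling it was above 0 on 5 of 6 arrays of MDA-MB-231 (mean 0.54, against -0.07 with the values used above), on 5 of 6 of ZR-75-30 and on 1 of 6 of T-47D.

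**Figure D2:**
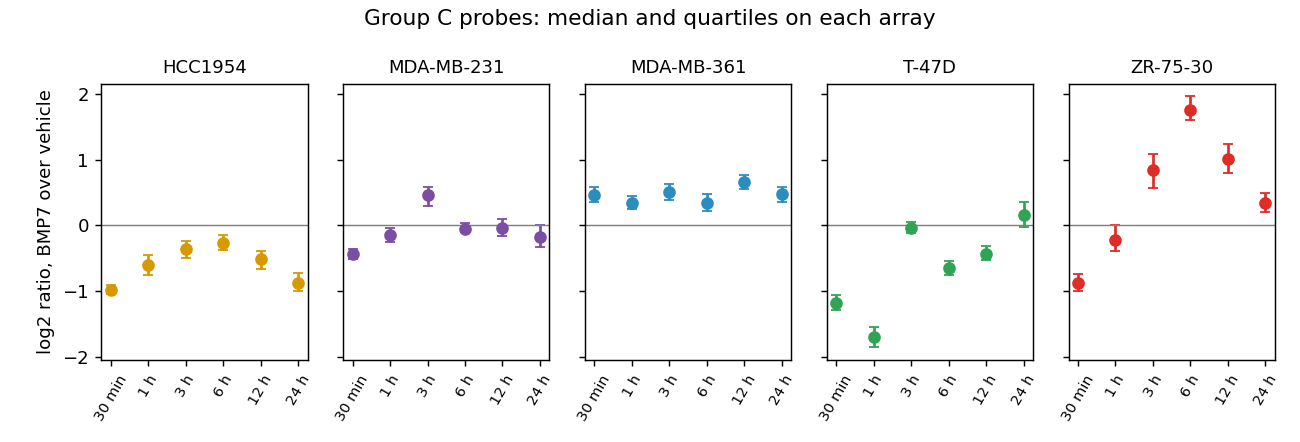
Log2 ratio of BMP7 over vehicle of the group C probes on each array, as the median (point) with the lower and upper quartiles (bars), by cell line and time of treatment. All 6 points of MDA-MB-361 lie above 0 and all 6 of HCC1954 below, of which 4 do after normexp and median scaling.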

The GO enrichment analysis unveiled 23 enriched biological process terms, of which 21 could be classified into two functional categories, namely development and morphogenesis (16 terms) and gene expression (5 terms) (Additional file 2).

**Figure 3:**
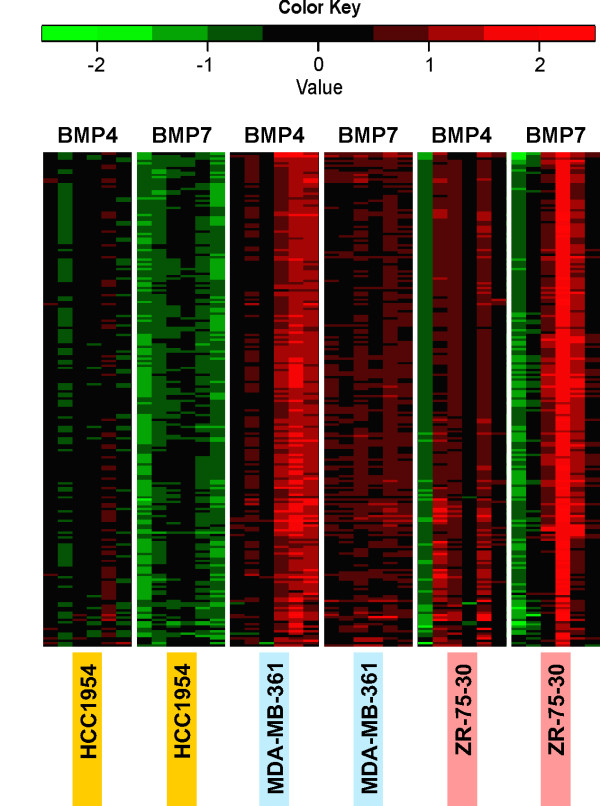
**Hierarchical clustering heat map of group C genes with supervised clustering at the sample level**. Data from each cell line are grouped, and time points are arranged in temporal order from left to right: 30 min, 1 h, 3 h, 6 h, 12 h and 24 h.

### Temporal patterns of transcriptional response to BMP signaling

Model-based clustering analysis of the expression data was performed to distinguish clusters of genes with similar temporal profiles of expression. 

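Model-based clustering of the DEPs after BMP7 treatment, with profiles over the 6 time points scaled to unit length and up to 25 clusters allowed, gave 17 probe clusters in HCC1954, 15 in MDA-MB-231, 15 in MDA-MB-361, 13 in T-47D and 8 in ZR-75-30. The number moved most in ZR-75-30, to 37 with up to 40 clusters allowed. On simulated profiles of 4 groups the method found 8 clusters, so the number of clusters is not a count of distinct responses.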

With this method we identified 12 to 22 probe clusters for each cell line and these clusters could be subsequently classified into four main categories (Tables 3 and 4 and Additional file 3). Gene elements that were first regulated at 30 min or 1 h were classified as early, 3 h or 6 h early-intermediate, and 12 h late-intermediate responders, regardless of their expression at later time points. 

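By the first time point at which a probe reached 2-fold after BMP7 treatment, HCC1954 had 1034 early, 465 early-intermediate, 345 late-intermediate and 222 late DEPs. MDA-MB-231 had 608, 542, 653 and 777 in the same order, and MDA-MB-361 had 940, 822, 883 and 360. T-47D had 1835, 1602, 567 and 1549, and ZR-75-30 had 1440, 3851, 211 and 137. Over the 5 lines, 31.1% of the 18843 DEPs were early (Wilson 95% confidence interval 30.4% to 31.7%, which covers counting error only). This share was 55.6% with normexp background correction and median scaling. Here each probe was placed by its own values and not by its cluster.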

Late responders included those probes differentially expressed exclusively at the 24 h time point. Representative examples of clusters in the different temporal categories are depicted in Figure 4 A and 4B.

**Table 3:** Summary of the temporal clusters obtained from the analysis of BMP4 data.

	Early		Early-intermediate		Late-intermediate		Late		Undetermined	
	
	cluster ID	genes/cluster	cluster ID	genes/cluster	cluster ID	genes/cluster	cluster ID	genes/cluster	cluster ID	genes/cluster
HCC1419	2	256	1	273	8	189	6	362	3	178
(14 clusters)	5	148	4	341			11	353	7	152
	10	107	14	31					9	224
	12	157								
	13	132								
*Total*		*800*		*654*		*189*		*715*		*554*

HCC1954	2	265	4	256	1	158	7	283		
(12 clusters)	5	353	9	258	3	419	10	156		
	6	108	11	244						
	8	110	12	251						
*Total*		*836*		*1009*		*577*		*439*		

MDA-MB-361	6	277	3	155	8	322	1	557	5	289
(14 clusters)	13	215	7	177	9	487	2	483	10	362
	14	355	12	270	11	554	4	564		
*Total*		*847*		*602*		*1363*		*1604*		*651*

SK-BR-3	1	77	2	232	3	235	4	252		
(17 clusters)	6	70	10	402	7	365	5	300		
	11	148	14	383	8	1322				
	13	567	16	332	9	1104				
	17	51			12	95				
					15	508				
*Total*		*913*		*1349*		*3629*		*552*		

ZR-75-30	1	601	9	140	4	2201	8	369	2	10
(18 clusters)	5	107	10	780	14	185	11	688	3	10
	12	53	18	436	16	809			6	9
	15	227							7	9
	17	1363							13	17
*Total*		*2351*		*1356*		*3195*		*1057*		*55*

Gene clusters were classified in four temporal categories (early, early-intermediate, late-intermediate and late). Clusters with unclear profiles were classified as undetermined. The cluster ID column contains the ID number of the cluster.

**Table 4:** Summary of the temporal clusters obtained from the analysis of BMP7 data.

	Early		Early-intermediate		Late-intermediate		Late		Undetermined	
	
	cluster ID	genes/cluster	cluster ID	genes/cluster	cluster ID	genes/cluster	cluster ID	genes/cluster	cluster ID	genes/cluster
HCC1954	2	32	4	66	3	226	1	197	6	119
(14 clusters)	5	324	12	113	10	116			13	113
	7	113	14	149						
	8	35								
	9	275								
	11	111								
*Total*		*890*		*328*		*342*		*197*		*232*

MDA-MB-231	6	97	4	41	2	175	1	335		
(16 clusters)	7	27	9	120	5	321	3	512		
	10	108	11	101	16	144	8	140		
	12	125	14	147						
	13	52	15	85						
*Total*		*409*		*494*		*640*		*987*		

MDA-MB-361	7	240	2	177	1	379	6	252		
(12 clusters)	8	193	3	235	5	328				
	11	258	4	230	9	58				
			10	336	12	73				
*Total*		*691*		*978*		*838*		*252*		

T-47D	2	767	8	212	1	183	5	1265	14	7
(14 clusters)	3	127	9	594	10	377	6	559		
	4	38	12	476						
	7	414								
	11	163								
	13	88								
*Total*		*1597*		*1282*		*560*		*1824*		*7*

ZR-75-30	3	205	2	169	11	105	14	87	1	8
(22 clusters)	5	286	4	30	12	196			7	16
	13	114	6	1544					9	37
	15	216	8	35					17	23
	20	250	10	1493					21	14
	22	36	16	147						
			18	85						
			19	336						
*Total*		*1107*		*3839*		*301*		*87*		*98*

Gene clusters were classified in four temporal categories (early, early-intermediate, late-intermediate and late). Clusters with unclear profiles were classified as undetermined. The cluster ID column contains the ID number of the cluster.

**Figure 4:**
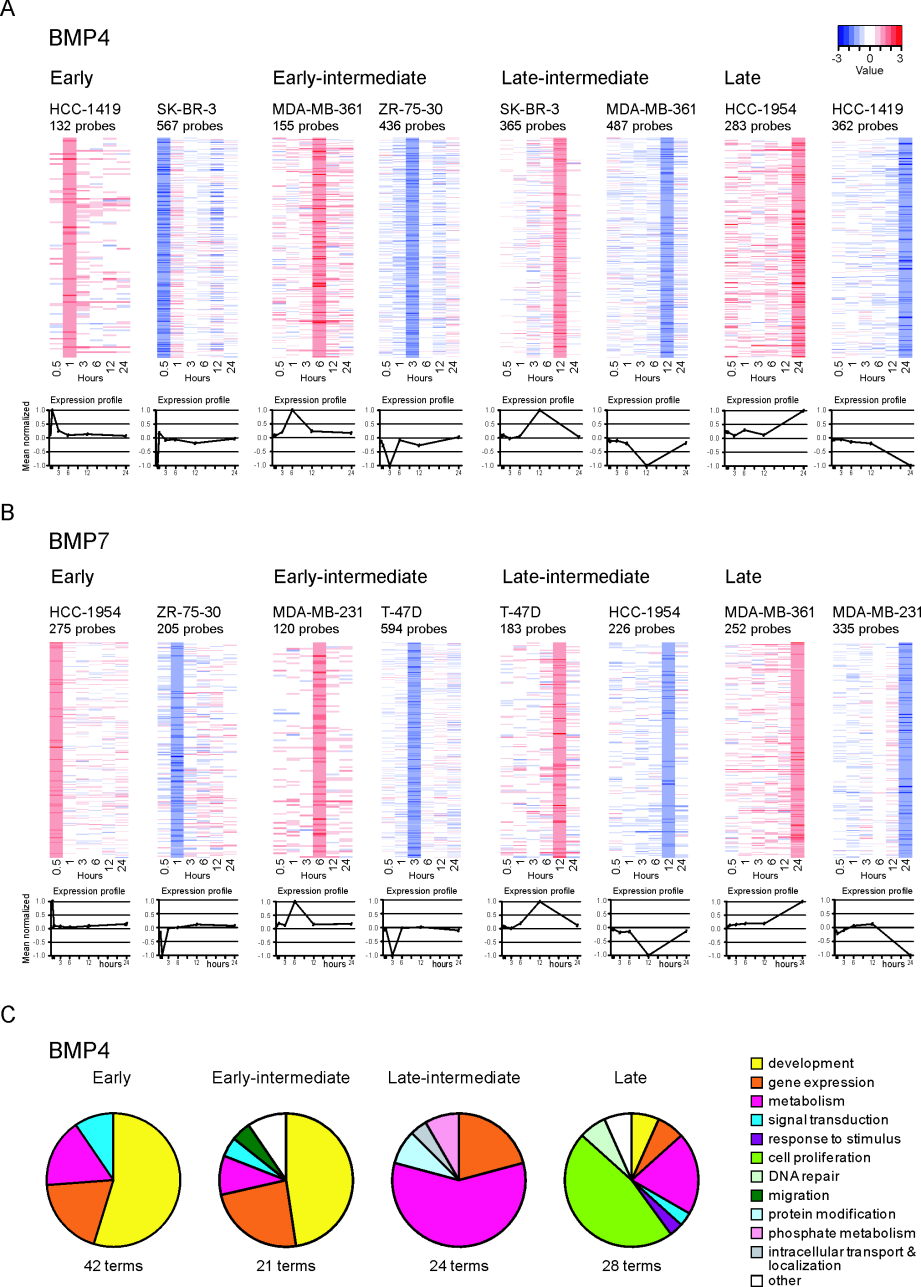
**Time series analyses**. Representative clusters from the four temporal categories are shown for BMP4 (A) and BMP7 (B). For each cluster, the upper figure shows the levels of differential expression through the time series for every probe. The lower chart represents the average value of differential expression for all the probes in the cluster along the time scale. The number of probes in each cluster is indicated under the cell line name. (C) GO analyses of the four temporal categories were performed, and data from the five cell lines were combined. The enriched GO terms for BMP4 are depicted.

We had already explored the biological functions of the genes differentially expressed upon BMP treatment. As we were now able to temporally classify the genes, we became interested in evaluating whether temporal patterns of expression and gene function could be related. Therefore, we grouped the clusters from each temporal category (early, early-intermediate, late-intermediate, and late) and performed GO enrichment analyses on the genes within these groups (Additional file 3). Finally, results from the different cell lines were combined. Although enriched GO terms were not found in every temporal stage of every cell line, many GO terms were enriched in the four temporal categories for BMP4 (Figure 4 C). Of all the functional terms enriched throughout the experiments, those related to development were especially abundant in the early and early-intermediate phases. Terms connected with regulation of gene expression appeared at all times, although they were less abundant at the late stage of 24 h. Metabolism-associated terms were also present throughout the experiment, but were most prominent at late-intermediate time points. Signal transduction appeared to be an affected biological process in all but the late-intermediate phases; it seemed most profoundly altered during early stages. Many terms related to cell proliferation and DNA repair were enriched among late responder genes, but it should be noted that all these terms emerged from one single cell line, MDA-MB-361. The results from BMP7 data were very limited and may be summarized as an enrichment of genes involved in regulation of metabolism and gene expression among the early-intermediate and late time categories.

### Potential novel BMP target genes in breast cancer

One of the main goals of this study was to identify new BMP4 and BMP7 target genes relevant in breast cancer. In order to distinguish those genes most often and ubiquitously regulated by BMP treatments, differentially expressed genes resulting from general filtering (1, 678 and 905 for BMP4 and BMP7 experiments, respectively) were ranked according to the number of times a gene was up- and downregulated throughout the series of cell lines and time points (Tables 5 and 6 and Additional file 4). It is interesting that although the proportion of up- and down-regulation events was roughly equal when considering all the differentially expressed genes, induction of gene transcription clearly prevailed over inhibition when considering the 100 top-ranked genes (75% and 73% of the events for BMP4 and BMP7, respectively). 

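In the BMP7 data, 48.7% of all events of 2-fold or more were upregulation events, and 53.1% of those of the probes past the general filter. These shares were 71.0% and 87.0% with normexp and median scaling, and 41.2% and 45.1% with normexp and loess. For the 100 top-ranked genes, counting only names found in the RefSeq gene table (a definition set after the data had been seen), the share was 64.1%, or 513 of 800 events (Wilson 95% confidence interval 60.7% to 67.4%, which covers counting error only). The choice that moved this share most was the normalization. It was 48.0% with normexp and loess and 92.0% with normexp and median scaling.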

For BMP4, 80 genes were regulated in 10 or more events, while for BMP7, the analogous number of genes was 29 (Tables 5 and 6). 

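For BMP7, 17 genes with a name in the RefSeq gene table had 10 or more events. With every gene name of the array files counted, accessions included, the number was 35. Both ways of counting gene names were chosen after seeing the data. Of the 210 events of the 17 genes, 48.6% fell on spots not well above background in the vehicle channel, and 39.5% had both channels well above background. For 9 of the 17, no event had both channels well above background. With the requirement that both channels be well above background on the array, 5 genes had 10 or more events.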

Out of the 30 possible regulation events for a single gene (5 cell lines and 6 time points), the actual maximums were 23 events (*PTPRG*; protein tyrosine phosphatase, receptor type, G) for BMP4 and 19 events (*GNRHR*; gonadotropin-releasing hormone receptor) for BMP7 (Tables 5 and 6); all of these were upregulation events. 

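The GNRHR probe had 19 upregulation and 0 downregulation events in the BMP7 data. It lies on chromosome 4 of hg18 from 68288881 to 68288940. Its vehicle signal was well above background on 2 of 30 arrays, and none of its 19 events had both channels well above background. Its mean log2 ratio over the 5 cell lines was 1.12 (limma, adjusted p = 0.107, above 0 in 5 of 5 lines). With normexp background correction, the probe had 0 events both after loess normalization and after median scaling. The vehicle signal of the other GNRHR probe was well above background on 0 of 30 arrays, so that probe says nothing about GNRHR.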

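From 30 min to 3 to 24 h of BMP7 treatment, the probe that Additional file 4 lists for ID1 rose by a log2 ratio of 1.42 (limma, standard error 0.18, adjusted p = 0.00255). The probe it lists for ID3 rose by 1.28 (limma, standard error 0.17, adjusted p = 0.00405). The fit counts the arrays of a line as independent. Both probes rose in 5 of 5 cell lines. They lie on chromosome 20 of hg18 from 29657031 to 29657090 and on chromosome 1 from 23757351 to 23757410, and neither carries a gene symbol in the array files. They had 13 and 10 upregulation events, of which 12 and 7 had both channels well above background. The probes named ID1 and ID3 in the files rose by 1.05 (limma, adjusted p = 0.0490) and 0.92 (limma, adjusted p = 0.0254), and had 10 and 6 upregulation events. The means over the 5 lines of the former were 0.04 at 30 min, 0.45 at 1 h, 1.16 at 3 h, 0.92 at 6 h, 1.06 at 12 h and 1.25 at 24 h. The ID2 probe that Additional file 4 lists for BMP4 had 6 upregulation events and rose by 0.70 in 5 of 5 lines, which was not past the threshold (limma, adjusted p = 0.0548). ID4 had 2 upregulation events and 1 downregulation event, and its rise of 0.37, in 3 of 5 lines, was not past the threshold either (limma, adjusted p = 0.282). With normexp and median scaling, the change of ID4 was -0.24, while the probes named ID1 and ID3 rose by 0.89 and 0.71.

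**Figure D3:**
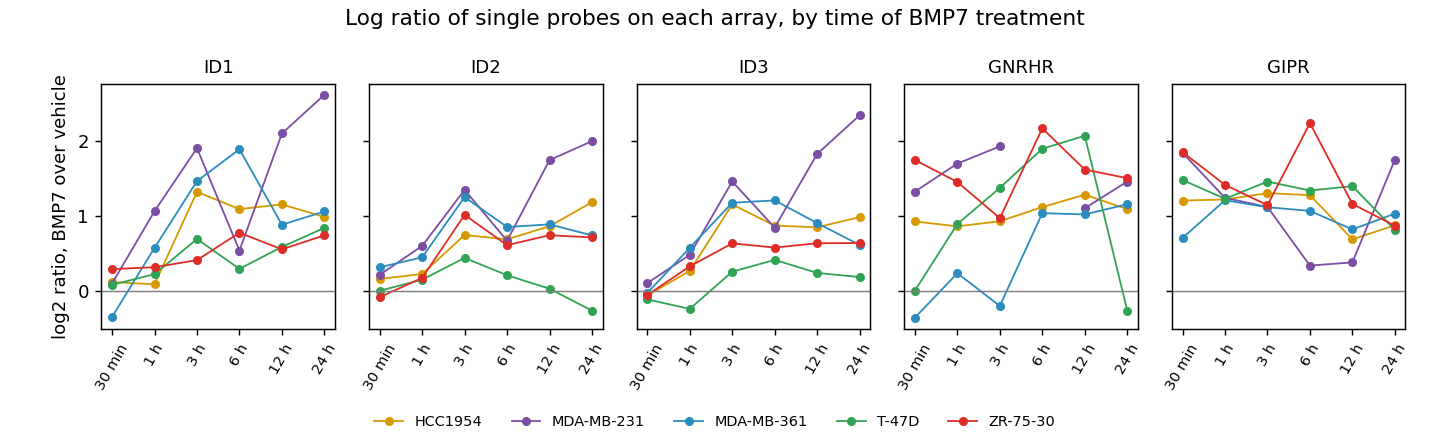
Log2 ratio of BMP7 over vehicle of single probes for ID1, ID2, ID3, GNRHR and GIPR on each array, by time of treatment, with a line per cell line. The mean over lines of ID1 is 0.04 at 30 min, 1.16 at 3 h, 0.92 at 6 h and 1.25 at 24 h, while that of GIPR is 1.42 at 30 min and 1.07 at 24 h.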

As expected, several members of the Id family of inhibitors of DNA binding, well-known targets of BMPs [27], were strongly induced by both BMP ligands. In addition to *PTPRG *and *GNRHR*, other genes strongly upregulated by both ligands included *APOC2 *(apolipoprotein C-II) and an as-yet unnamed gene encoding an uncharacterized protein (*C12orf42*). 

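The probe that Additional file 4 lists for PTPRG had 14 upregulation events after BMP7 treatment, 13 of them with both channels well above background. In the array files this probe is named ID2 and lies on chromosome 2 of hg18 from 8741733 to 8741792. Its log2 ratio rose by 1.14 from 30 min to 3 to 24 h, in 5 of 5 lines (limma, adjusted p = 0.0130). The 2 probes named PTPRG in the files had 0 upregulation events, but their vehicle signal was well above background on only 18 and 4 of 30 arrays. APOC2 had 11 upregulation events and C12orf42 had 16, none of them with both channels well above background. With normexp background correction, APOC2 and C12orf42 had 0 events each, both after loess normalization and after median scaling.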

*DUSP2 *(dual specificity phosphatase 2) and *MAP3K5 *(mitogen-activated protein kinase kinase kinase 5) were highly induced only by BMP4. 

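After BMP7 treatment, DUSP2 had 4 upregulation events, all in MDA-MB-361, and a log2 ratio that rose by 0.59 from 30 min to 3 to 24 h (limma, adjusted p = 0.0452), in 5 of 5 lines. MAP3K5 had 1 upregulation event and a rise of 0.20 in 3 of 5 lines (limma, adjusted p = 0.458).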

BMP7, on the other hand, strongly promoted the expression of genes including *PBX1 *(pre-B-cell leukemia homeobox 1) and *ZSCAN4 *(zinc finger and SCAN domain containing 4), which were not among the genes most intensely regulated by BMP4.

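After BMP7 treatment, ZSCAN4 had 12 upregulation events, and its vehicle signal was well above background on 0 of 30 arrays.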

**Table 5:** Top most regulated genes after BMP4 signaling.

			# regulated events		
Gene Id	Gene name	Gene description	Up	Down	Total
ENSG00000144724	PTPRG	protein tyrosine phosphatase, receptor type, G	23	0	23
ENSG00000125968	ID1	inhibitor of DNA binding 1, dominant negative helix-loop-helix protein	19	0	19
ENSG00000179088	C12orf42	uncharacterized protein C12orf42	19	0	19
ENSG00000158050	DUSP2	dual specificity phosphatase 2	18	0	18
ENSG00000109163	GNRHR	gonadotropin-releasing hormone receptor	18	0	18
ENSG00000234906	APOC2	apolipoprotein C-II	18	0	18
ENSG00000117318	ID3	inhibitor of DNA binding 3, dominant negative helix-loop-helix protein	17	0	17
ENSG00000115738	ID2	inhibitor of DNA binding 2, dominant negative helix-loop-helix protein	16	0	16
ENSG00000172201	ID4	inhibitor of DNA binding 4, dominant negative helix-loop-helix protein	16	0	16
ENSG00000197442	MAP3K5	mitogen-activated protein kinase kinase kinase 5	15	0	15
ENSG00000127129	EDN2	endothelin 2	15	0	15
ENSG00000164850	GPER	G protein-coupled estrogen receptor 1	15	0	15
ENSG00000181638	ZFP41	zinc finger protein 41 homolog (mouse)	15	0	15
ENSG00000181626	ANKRD62	ankyrin repeat domain 62	15	0	15
ENSG00000187957	DNER	delta/notch-like EGF repeat containing	14	0	14
ENSG00000238243	OR2W3	olfactory receptor, family 2, subfamily W, member 3	14	0	14
ENSG00000164683	HEY1	hairy/enhancer-of-split related with YRPW motif 1	14	0	14
ENSG00000157322	CLEC18A	C-type lectin domain family 18, member A	13	1	14
ENSG00000247097	C14orf184	Putative uncharacterized protein C14orf184	8	6	14
ENSG00000212124	TAS2R19	taste receptor, type 2, member 19	9	4	13
ENSG00000186115	CYP4F2	cytochrome P450, family 4, subfamily F, polypeptide 2	6	7	13
ENSG00000176472	ZNF575	zinc finger protein 575	7	6	13
ENSG00000181722	ZBTB20	zinc finger and BTB domain containing 20	7	6	13
ENSG00000163827	LRRC2	leucine rich repeat containing 2	12	0	12
ENSG00000214049	UCA1	urothelial cancer associated 1	12	0	12
ENSG00000132854	KANK4	KN motif and ankyrin repeat domains 4	12	0	12
ENSG00000163749	CCDC158	coiled-coil domain containing 158	12	0	12
ENSG00000100029	PES1	pescadillo homolog 1, containing BRCT domain (zebrafish)	0	12	12
ENSG00000120645	IQSEC3	IQ motif and Sec7 domain 3	0	12	12
ENSG00000122852	SFTPA1	surfactant protein A1	9	3	12
ENSG00000052802	SC4MOL	sterol-C4-methyl oxidase-like	9	3	12
ENSG00000197532	OR6Y1	olfactory receptor, family 6, subfamily Y, member 1	8	4	12
ENSG00000078328	RBFOX1	RNA binding protein, fox-1 homolog (C. elegans) 1	8	4	12
ENSG00000185010	F8	coagulation factor VIII, procoagulant component	8	4	12
ENSG00000115756	HPCAL1	hippocalcin-like 1	8	4	12
ENSG00000122859	NEUROG3	neurogenin 3	5	7	12
ENSG00000186810	CXCR3	chemokine (C-X-C motif) receptor 3	6	6	12
ENSG00000168874	ATOH4	atonal homolog 8 (Drosophila)	11	0	11
ENSG00000040731	CDH10	cadherin 10, type 2 (T2-cadherin)	11	0	11
ENSG00000168930	TRIM49	tripartite motif-containing 49	11	0	11
ENSG00000104863	LIN7B	lin-7 homolog B (C. elegans)	11	0	11
ENSG00000113391	FAM172A	microRNA 2277	11	0	11
ENSG00000162614	NEXN	nexilin (F actin binding protein)	11	0	11
ENSG00000120693	SMAD9	SMAD family member 9	11	0	11
ENSG00000176907	C8orf4	Uncharacterized protein C8orf4 (Thyroid cancer protein 1)(TC-1)	10	1	11
ENSG00000085224	ATRX	alpha thalassemia/mental retardation syndrome X-linked	10	1	11
ENSG00000163743	RCHY1	ring finger and CHY zinc finger domain containing 1	9	2	11
ENSG00000006007	GDE1	glycerophosphodiester phosphodiesterase 1	9	2	11
ENSG00000114850	SSR3	signal sequence receptor, gamma (translocon-associated protein gamma)	9	2	11
ENSG00000109472	CPE	carboxypeptidase E	9	2	11
ENSG00000106608	URGCP	upregulator of cell proliferation	2	9	11
ENSG00000064201	TSPAN32	tetraspanin 32	8	3	11
ENSG00000212128	TAS2R13	taste receptor, type 2, member 13	8	3	11
ENSG00000092871	RFFL	ring finger and FYVE-like domain containing 1	7	4	11
ENSG00000139880	CDH24	cadherin 24, type 2	4	7	11
ENSG00000039319	ZFYVE16	zinc finger, FYVE domain containing 16	4	7	11
ENSG00000206052	DOK6	docking protein 6	6	5	11
ENSG00000050165	DKK3	dickkopf homolog 3 (Xenopus laevis)	5	6	11
ENSG00000115844	DLX2	distal-less homeobox 2	10	0	10
ENSG00000178343	SHISA3	shisa homolog 3 (Xenopus laevis)	10	0	10
ENSG00000123329	ARHGAP9	Rho GTPase activating protein 9	10	0	10
ENSG00000145287	PLAC8	placenta-specific 8	10	0	10
ENSG00000187634	SAMD11	sterile alpha motif domain containing 11	10	0	10
ENSG00000167962	ZNF598	zinc finger protein 598	10	0	10
ENSG00000003509	C2orf56	Protein midA homolog, mitochondrial Precursor	8	2	10
ENSG00000143153	ATP1B1	ATPase, Na+/K+ transporting, beta 1 polypeptide	8	2	10
ENSG00000189079	ARID2	AT rich interactive domain 2 (ARID, RFX-like)	2	8	10
ENSG00000162706	CADM3	cell adhesion molecule 3	7	3	10
ENSG00000147488	ST18	suppression of tumorigenicity 18 (breast carcinoma) (zinc finger protein)	7	3	10
ENSG00000182175	RGMA	RGM domain family, member A	7	3	10
ENSG00000163623	NKX6-1	NK6 homeobox 1	3	7	10
ENSG00000144559	C3orf31	MMP37-like protein, mitochondrial Precursor	6	4	10
ENSG00000153002	CPB1	carboxypeptidase B1 (tissue)	6	4	10
ENSG00000181965	NEUROG1	neurogenin 1	6	4	10
ENSG00000171564	FGB	fibrinogen beta chain	6	4	10
ENSG00000132612	VPS4A	vacuolar protein sorting 4 homolog A (S. cerevisiae)	6	4	10
ENSG00000183023	SLC8A1	solute carrier family 8 (sodium/calcium exchanger), member 1	4	6	10
ENSG00000166748	AGBL1	ATP/GTP binding protein-like 1	5	5	10
ENSG00000204882	GPR20	G protein-coupled receptor 20	5	5	10
ENSG00000159216	RUNX1	runt-related transcription factor 1	5	5	10

Differentially expressed genes resulting from the general filtering of BMP4 data (1, 678) were ranked according to the number of times a gene was up- and downregulated throughout the series of cell lines and time points. Only those genes with total rank value of at least 10 are listed.

**Table 6:** Top most regulated genes after BMP7 signaling.

			# regulated events		
Gene Id	Gene name	Gene description	Up	Down	Total
ENSG00000109163	GNRHR	gonadotropin-releasing hormone receptor	19	0	19
ENSG00000157322	CLEC18A	C-type lectin domain family 18, member A	16	1	17
ENSG00000179088	C12orf42	Uncharacterized protein C12orf42	15	0	15
ENSG00000123329	ARHGAP9	Rho GTPase activating protein 9	14	0	14
ENSG00000144724	PTPRG	protein tyrosine phosphatase, receptor type, G	14	0	14
ENSG00000185630	PBX1	pre-B-cell leukemia homeobox 1	13	0	13
ENSG00000114850	SSR3	signal sequence receptor, gamma (translocon-associated protein gamma)	9	4	13
ENSG00000186153	WWOX	WW domain containing oxidoreductase	5	8	13
ENSG00000234906	APOC2	apolipoprotein C-II	12	0	12
ENSG00000180532	ZSCAN4	zinc finger and SCAN domain containing 4	12	0	12
ENSG00000144711	IQSEC1	IQ motif and Sec7 domain 1	12	0	12
ENSG00000138821	SLC39A8	solute carrier family 39 (zinc transporter), member 8	11	1	12
ENSG00000165995	CACNB2	calcium channel, voltage-dependent, beta 2 subunit	3	9	12
ENSG00000122859	NEUROG3	neurogenin 3	8	4	12
ENSG00000212128	TAS2R13	taste receptor, type 2, member 13	6	6	12
ENSG00000184999	SLC22A10	solute carrier family 22, member 10	11	0	11
ENSG00000183914	DNAH2	dynein, axonemal, heavy chain 2	11	0	11
ENSG00000125968	ID1	inhibitor of DNA binding 1, dominant negative helix-loop-helix protein	11	0	11
ENSG00000167962	ZNF598	zinc finger protein 598	10	1	11
ENSG00000181722	ZBTB20	zinc finger and BTB domain containing 20	3	8	11
ENSG00000091482	SMPX	small muscle protein, X-linked	10	0	10
ENSG00000117318	ID3	inhibitor of DNA binding 3, dominant negative helix-loop-helix protein	10	0	10
ENSG00000163694	RBM47	RNA binding motif protein 47	10	0	10
ENSG00000006007	GDE1	glycerophosphodiester phosphodiesterase 1	9	1	10
ENSG00000164104	HMGB2	high-mobility group box 2	8	2	10
ENSG00000250589	DUX4	double homeobox 4	2	8	10
ENSG00000130559	CAMSAP1	calmodulin regulated spectrin-associated protein 1	3	7	10
ENSG00000166501	PRKCB	protein kinase C, beta	4	6	10
ENSG00000186115	CYP4F2	cytochrome P450, family 4, subfamily F, polypeptide 2	4	6	10

Differentially expressed genes resulting from the general filtering of BMP7 data (905) were ranked according to the number of times a gene was up- and downregulated throughout the series of cell lines and time points. 

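Of the 29 genes listed for BMP7, 20 had 10 or more events when outlier-marked spots were left out, with a range over the list from 2 to 19. Additional file 4 gave the probe for 28 of them, while that for DUX4 was picked by its gene symbol and is left out of the name counts. Matched to the RefSeq gene table, 14 of the 28 probes have the same gene symbol, 13 have none and 1 has another. In the array files themselves 13 carry the same name, since the probe for PRKCB is named PRKCB1, and the probe for CLEC18A carries a locus name. For 9 of the 29, no event had both channels well above background.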

Only those genes with total rank value of at least 10 are listed.

## Discussion

In recent years, it has become increasingly accepted that the deregulation of mechanisms normally involved in developmental processes has tumorigenic effects in adult tissues. One example is the BMP family of growth factors, whose function in cancer physiology has been demonstrated in many tumor types, including breast cancer [9-11]. In spite of this, little is known about BMP target genes in the context of tumors. The transcriptional responses of breast cancer cells to BMP signaling have been studied only minimally. More precisely, the effects of BMP2 and BMP7 treatments on transcription in MCF-7 and MDA-MB-468 breast cancer cell lines, respectively, have been analyzed using cDNA microarrays of limited content (from several hundreds to 14, 500 gene probes) [28-30]. In this study, we have therefore set up an experimental procedure to identify potential BMP target genes in breast cancer by studying the effects of two BMP ligands, BMP4 and BMP7, on genome-wide gene expression. These two BMPs were selected based on their essential role in breast cancer, which we and others have demonstrated in recent years [9-11]. Both ligands are highly expressed in primary breast carcinomas as well as in breast cancer cell lines [12-14,16,17]. BMP7 expression was also shown to be associated with early bone metastasis [15]. Additionally, *in vitro *studies have implicated BMP4 and BMP7 as important regulators of proliferation and migration of breast cancer cells [14,18,20,21,31].

Our experimental approach allowed multiple types of analyses and revealed interesting insights into how the stimulation of BMP4 and BMP7 signaling influences the transcriptome of breast cancer cell lines. First of all, we showed relatively high numbers of DEPs as a result of BMP treatments, indicating a strong impact of BMP4 and BMP7 on the cell lines studied. Moreover, the transcriptional response to BMP4 was of a clearly higher magnitude than that induced by BMP7. Another aspect of the study was the opportunity to compare the effects of BMP signaling between cell lines. Interestingly, clear differences were seen in the amounts of DEPs, as well as in their expression patterns, as revealed by hierarchical clustering. BMP signaling pathways are regulated in a very complex manner and at many different levels, from the availability of BMP receptors, BMP ligands and BMP antagonists in the extracellular compartment to the presence or absence of various intracellular signal mediators and transcriptional co-activators or co-repressors [32,33]. Therefore, multiple factors influence the outcome of BMP signaling on the transcriptional level in a given cell. We have previously reported that all six BMP specific receptors (ACVR1, BMPR1A, BMPR1B, ACVR2A, ACVR2B, and BMPR2) are uniformly expressed among the breast cancer cell lines studied here [12]. Similarly, we have shown that SMAD4 is expressed and that phosphorylation of SMAD-1/5/8 is induced in these cell lines after BMP7 and BMP4 treatment [14,21]. Taken together, the expression profiles of BMP specific receptors or the mediators of the canonical intracellular pathway do not seem to have a major role in explaining the different transcriptional responses in the breast cancer cells. Nevertheless, due to the complexity of BMP signaling regulation, it is easy to understand that different cell lines may have different transcriptional responses to BMP stimulation. This observation highlights the importance of testing multiple cell lines when studying BMP signaling in cancer. An additional finding that could be inferred from our data is that induction of gene transcription, compared with inhibition, was the common response among those genes most frequently regulated by BMP4 and BMP7 in breast cancer cells. Likewise, previous microarray-based transcriptomic analyses of TGF-β and BMP have shown that induction of gene expression is the predominant response of mammalian cells to stimulation by these growth factors [28,30,33-35].

After BMP4 and BMP7 stimulation, the microarray analyses identified a large number of differentially expressed genes in our panel of cell lines. To explore the biological functions of these genes, GO enrichment analyses were performed. These revealed very similar results for both BMP ligands, namely, regulation of transcription and developmental processes. It seems, therefore, that the functions most prevalently influenced by BMP signaling in breast cancer cells do not differ remarkably from conventional roles that BMPs possess during development [36,37].

Synexpression groups are synchronously coexpressed gene sets, particularly apparent during embryonic development and in the response of cells to hormones and growth factors [38,39]. Our analyses unveiled that treatment of breast cancer cells with either BMP4 or BMP7 resulted in the coordinated expression of a group of genes (clusters A and B, respectively). Most interestingly, a considerable number of the genes in these two synexpression groups were common for the two ligands (group C). Moreover, our data indicated that treatment of a cell line with either BMP4 or BMP7 results in similar transcriptional responses of group C genes. We therefore hypothesize that group C represents molecular responses shared by the BMP4 and BMP7 signaling pathways. This finding prompted us to ask what functions these common genes fulfill in the cell. GO enrichment analysis of the genes in group C revealed that these genes are involved in two main biological processes, regulation of gene expression and regulation of development and morphogenesis. These results support the notion that genes known to regulate development also have functions that are important for the maintenance of cancer cells.

We also studied the temporal patterns of the transcriptional response after BMP treatment. The number of DEPs showed a tendency to increase with time, a trend previously noticed in transcriptome analysis of TGF-β family members in murine mammary epithelial cells and in breast cancer cells [29,35]. The DEPs could be grouped according to their temporal pattern of expression, varying from early to late responders. These temporal clusters were found in every cell line, and some of them even contained over a thousand gene elements. The next logical step was to explore whether there was a time-dependent shift in the distribution of gene functions. Although GO enrichment results were not obtained for all the probe clusters of all the cell lines, interesting features could be identified, especially in the case of the BMP4 data. Transcriptional regulation in the first 6 hours concentrated most notably on genes involved in developmental processes, metabolic processes, gene expression and signal transduction. Gene expression was also well-represented after 12 hours, while metabolism became by far the most prominent function at this time point. Most interestingly, 24 hours after BMP4 stimulation there was an evident overrepresentation of genes involved in cell proliferation, although this phenomenon was observed exclusively in MDA-MB-361 cells. All in all, the enriched biological functions indeed fluctuated in time and in a logical sequence, with regulation of gene expression and signal transduction leading to changes in metabolism and finally to regulation of cell proliferation, a phenotype relevant for cancer cell physiology. The fact that we did not see enrichment of cell proliferation-associated functions in more than one cell line could be due to differences in the speed of BMP signaling in different cell lines. Even though a longer experiment certainly could have clarified this issue, we concentrated our analysis on the first 24 hours after BMP treatment because we were interested primarily in the identification of BMP target genes.

As mentioned, one of the main goals of this study was to identify potential novel gene targets of BMP signaling relevant in breast cancer. 

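Taking cell lines as the independent units, 4 of 40999 probes had a mean log ratio other than 0 over the BMP7 time courses, all 4 upward (limma, Benjamini-Hochberg adjusted p under 0.05). Several other settings also gave downward probes, with 201 up and 78 down for the series matrix values, 84 and 48 for normexp and loess, 3235 and 42 for normexp and median scaling, 122 and 25 with at least 1 channel and 161 and 55 with both channels well above background, and 1566 and 1248 with cell line as a random block. At an unadjusted p under 0.05 there were 6324. Leaving out any of the 5 lines left 0 probes in limma, with 4453 to 6389 at an unadjusted p under 0.05. The change between 30 min and 3 to 24 h was fitted on single arrays with cell line as a block. The arrays of a line thus counted as independent there. Of 40989 probes, 234 changed between these times, 78 upward and 156 downward. This balance depends on the setting, with 597 up and 577 down with both channels and 450 and 441 with at least 1 channel well above background, 587 and 415 with 1 h counted with 30 min, 69 and 48 without MDA-MB-361, 62 and 205 without MDA-MB-231, 21 and 18 with the series matrix values and 14 and 48 with normexp and loess. The count of changed probes fell to 0 without ZR-75-30 (4156 at an unadjusted p under 0.05), to 2 without HCC1954 and to 62 without T-47D. It was 1 with normexp and median scaling, and 11 with scan batch as a further term, which was added after seeing the data. Of the genes on a list set in advance, 39 had a value for the mean and 8 passed when adjusted over the list alone, against 0 when adjusted over all probes. For the change with time, 10 of 37 passed adjusted over the list alone and 5 adjusted over all probes. The paper chose most of this list on these arrays, so the former counts are not independent evidence.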

We provided lists of candidate genes that are strongly and rather uniformly regulated by BMP4 or BMP7 throughout the cell lines and time points. Some of them, such as members of the Id family of inhibitors of DNA binding, are well-known BMP target genes [27,29]. Id proteins are transcription factors that regulate cell growth and differentiation [40], and all four members of the protein family play crucial roles in various aspects of normal and malignant breast biology [41]. Others are newly linked, in this work, to BMP signaling, and some of these genes have interesting connections with tumor biology, such as *PTPRG *or *DUSP2*. A positive feedback regulation where BMP treatment leads to increased expression of BMP antagonists is known to exist. In our study, no consistent expression changes were observed for any of the known BMP antagonists, such as noggin, gremlin, sclerostin and follistatin. 

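After BMP7 treatment, noggin (NOG), gremlin (GREM1) and follistatin (FST) had 0 events of 2-fold or more over the 30 arrays, and sclerostin (SOST) had 2 downregulation events. Their mean log2 ratios over the 5 cell lines were 0.01 for NOG, 0.03 for GREM1, -0.06 for SOST and -0.03 for FST, none past the threshold (limma, adjusted p = 0.599 or higher). The vehicle signal was well above background on 11 of 30 arrays for NOG, 3 for GREM1, 7 for SOST and 18 for FST, so changes in these genes were hard to measure on many arrays.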

Previous studies have shown a wide time window in the induction of e.g. noggin expression in different tissues after BMP treatment, ranging from 1 to 48 hours [42,43]. Thus it is possible that the feedback effect in the breast cancer cells was not evident at time points analyzed here.

Protein tyrosine phosphatases (PTPs) are key regulators of the cellular protein phosphorylation balance, critical in the control of a wide spectrum of physiological processes such as cell proliferation, differentiation, transformation, transport and locomotion. Subsequently, aberrations in phosphorylation processes play a major role in the pathogenesis of numerous diseases, including cancer [44,45]. PTPRG is a receptor-type PTP implicated as a candidate tumor suppressor gene in several types of tumors, including breast cancer [46,47]. In MCF-7 breast cancer cells, PTPRG inhibits proliferation and anchorage-independent growth and reduces tumor formation in a xenograft model [47,48]. Delayed cell cycle re-entry by increasing the level of cell cycle regulators p21 and p27 could explain the inhibitory effect of PTPRG on cell growth [47]. Based on the above, upregulation of PTPRG in BMP-stimulated cancer cells could contribute to the observed BMP-induced antiproliferative effect [14,21]. DUSP2 also belongs to the PTP family of phosphatases. It is a mitogen-activated protein kinase (MAPK) phosphatase (MKP) that dephosphorylates both threonine and tyrosine residues within target MAPKs leading to their deactivation. MAPK signaling controls cellular processes such as proliferation, differentiation, migration and apoptosis [48]. Therefore, abnormal MKP activity, and hence anomalous MAPK signaling, has important consequences for processes critical to the development and progression of human cancer. The role of DUSP2 in cancer has been examined in only a few studies, and data are controversial. Overexpression of DUSP2 expression was found in 37 of 39 malignant effusions from serous ovarian carcinoma patients and was associated with poor survival [49]. By contrast, decreased *DUSP2 *transcript levels were reported in cancerous breast, colon, lung, ovary, kidney and prostate tissues, and reduced DUSP2 protein levels were observed in cervical and colon cancer [50]. Additionally, DUSP2 suppression was associated with tumorigenesis and malignancy in colon cancer, and DUSP2 overexpression induced apoptosis and inhibited tumor growth in HeLa cells *in vitro *and in xenograft models [51].

## Conclusions

All in all, we show that BMP4 and BMP7 have strong effects on gene expression in breast cancer cells, and that this transcriptional response and its functional outcome follow a temporal sequence. Our data support the existence of a synexpression group of regulated genes that represent the core molecular responses shared by BMP4 and BMP7 signaling pathways. Additionally, we provide a list of potential novel BMP target genes relevant in breast cancer.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ARM participated in the design of the study, carried out the interpretation of the data analyses and drafted the manuscript. ELA was responsible for conception and design of the project and participated in writing the manuscript. LS performed computational data analyses and participated in writing the manuscript. JK performed the microarray hybridizations. KN performed computational data analyses. SH supervised and coordinated the computational data analyses and participated in writing the manuscript. AK was responsible for conception and coordination of the project and participated in writing the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/4/80/prepub

## Supplementary Material

Additional file 1 **List of probes in group C**. The expression values are represented as log2 ratios. Data was colored according to the accompanying color key. The data sheet contains 210 probes. Click here for file

Additional file 2 **GO enrichment results for group C genes**. Click here for file

Additional file 3 **Model-based clustering results and GO enrichment**. The probe clusters obtained are represented as well as the results of the GO enrichment analyses. GO terms are colored according to the accompanying color key. Click here for file

Additional file 4 **Most commonly regulated genes with rank 6 or higher**. The expression values are represented as log2 ratios. Data was colored according to the accompanying color key. The data sheets contain 608 and 281 genes for BMP4 and BMP7, respectively. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

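The BMP7 part of the experiment was analyzed, which comprises 30 two-colour Agilent Whole Human Genome arrays of 5 breast cancer cell lines at 6 time points (30 min, 1, 3, 6, 12 and 24 h), each comparing BMP7-treated (Cy5) with vehicle-treated (Cy3) cells. The series analyzed here holds no BMP4 arrays. The cells of 3 cultures were pooled for each sample, and no array was repeated or had its dyes swapped. Per the file headers, the deposited log10 ratios were made by the Feature Extraction software after background correction and linear and lowess dye normalization, with surrogates for signals not above background. The intensities of both channels, as deposited, were background corrected and dye normalized by the same software. The p-value of each log ratio was computed by that software and was deposited by the authors in the same files. The authors also deposited a matrix of log2 ratios centered on each array.

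Log10 ratios were changed to log2, control spots and outlier-marked spots were left out, spots of a probe were averaged, and each array was shifted to a median of 0. The number of arrays and the signal over background, at which 54.6% to 69.1% of probes per array were well above background in both channels, limit the precision. DEPs were probes changed at least 2-fold. General filtering kept probes changed 3-fold in at least 3 arrays or 2-fold in at least 4, as in the paper. Genes were ranked by their probe with the most events, using names matched to the RefSeq gene table, a definition set after the data had been seen. Model-based clusters were fitted by mclust 6.1.1 with up to 25 clusters on profiles scaled to unit length, the number chosen by BIC. In a test on 600 simulated profiles of 4 groups, mclust found 8 clusters, so its number of clusters can exceed the number of groups.

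Trends with time, correlations within against between cell lines and correlations of probes were tested with 100000 permutations and a fixed seed, and groups of 6 arrays with exact permutation tests. Probes were tested with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The first fit was for a mean log ratio other than 0 over 5 cell lines. The second was for a change from 30 min to 3 to 24 h with cell line as a fixed block. It took single arrays as units, so the arrays of a line counted as independent. In the first fit, 197 of 200 simulated changes were recovered with 3 false calls, and in the second 186 of 200 with 9. For this simulation each probe was centered and the signs of its values were flipped at random, which removes correlation between arrays of a line. The planted changes were the same in every line. These shares therefore do not give the power in the real data. The other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

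The genes named are those the paper names or lists in Table 6 for BMP7, the ID genes, DUSP2, MAP3K5, the BMP antagonists named in the paper, SMAD6, SMAD7 and BMP7, and from each limma fit up to 5 probes past the threshold with a gene symbol, the largest change and the same direction in every line. Each gene was read from the probe that Additional file 4 lists for it, and otherwise from its brightest probe in the vehicle channel. The alternatives tried were normexp background correction with an offset of 50 followed by loess or by median scaling, the series matrix values, no median shift, spots well above background in at least 1 or in both channels, outlier-marked spots kept, a spot p under 0.01, 3-fold in place of 2-fold, up to 40 clusters in place of 25, and leaving out each cell line or time point. Further fits with cell line or slide as a random block, without the cell line block, with 1 h counted with 30 min, with scan batch as a term and in the first scan batch alone were made. The GO enrichment was left out, since no GO annotation was at hand.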

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

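The tests of labeling or hybridization differences, of unspecific hybridization and of dye bias against probes of like signal for the group C probes were chosen after the result was seen, while the other tests in this part were set before.

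The number of DEPs after BMP7 treatment was far from those of the other arrays of its group in 5 of 11 groups tested (5 cell lines and 6 time points), and the group C median in 0 of 11, where chance gives about 1 in 20. An array belongs to 2 groups, and ZR-75-30 at 6 h counts in both. These were HCC1954 at 30 min with 839 DEPs among the arrays of that line, T-47D at 1 h with 1419 and at 3 h with 1298 among the arrays of those time points, and ZR-75-30 at 6 h with 4044 both among its line and among its time point. HCC1954 at 30 min, T-47D at 3 h and ZR-75-30 at 6 h were scanned in the second batch, while T-47D at 1 h was not. Over all arrays, 73.3% of the changes of 2-fold or more fell on spots not well above background in both channels, which is in line with measurement noise of dim spots as a source of part of these counts. On the arrays with the high counts, the share of DEPs well above background in both channels was 26.2% in HCC1954 at 30 min, 46.3% in T-47D at 1 h, 8.09% in T-47D at 3 h and 54.8% in ZR-75-30 at 6 h. A stronger response of the line at that time stays open as well, since each line and time point has 1 array.

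For ZR-75-30 at 6 h, noise of the whole array is argued against by its spots printed more than once. Their SD of the log ratio was 0.214, the 4th highest, within the range of 0.107 to 0.261 on the other arrays. RNA of another cell line in the BMP7 channel stays open. Across probes, the log ratios of this array correlated at most at 0.294 with the difference in vehicle signal between another line and ZR-75-30, for T-47D, and at 0.0942 to 0.127 for the other lines. Probes are not independent replicates, and this value lies between those that would speak for and against such a mixture. A response at this time in this line cannot be told apart from a mixed or exchanged sample without a second array.

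The group C probes differed between cell lines. The mean of the array medians in HCC1954 minus that in MDA-MB-231 was -0.54, minus that in MDA-MB-361 was -1.07, and minus that in ZR-75-30 was -1.08. MDA-MB-231 minus MDA-MB-361 was -0.53, and MDA-MB-361 minus T-47D was 1.11. These 5 of 10 pairs of lines had an adjusted p under 0.05 in exact permutation tests, two-sided, of 6 arrays against 6, with adjusted p from 0.0108 to 0.0433. With normexp and median scaling, the means were -0.17 in HCC1954, 0.54 in MDA-MB-231, 0.77 in MDA-MB-361, -0.51 in T-47D and 0.47 in ZR-75-30. There MDA-MB-231 and MDA-MB-361 lay closer together. The arrays of a line are different time points and share slides, so they are not independent replicates.

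Intensity-dependent dye bias is argued against as the whole cause of the movement of group C by the values without loess (normexp and median scaling). There the median of 3139 probes of like signal had an SD over the 30 arrays of 0.38, and relative to it the group C median kept 91.1% of its SD. With normexp and loess, the SD of the group C median was 95.1% of that of the values used here, which decides nothing, since those values had a lowess step already. Unspecific hybridization stays open. Of 10000 random sets of probes of like signal, 0% varied more between lines in their vehicle signal than group C, but effects of arrays or slides on probes that move together would give this as well. A difference between slides cannot be told apart from one between MDA-MB-361 and HCC1954, since no slide held both lines. The lowest slide mean of MDA-MB-361 lay 0.83 above the highest of HCC1954 on the log2 scale, while the slide means of T-47D alone ranged from -1.44 to -0.04. Labeling or hybridization that differs between arrays stays open. Relative to the probes of like signal, the group C median of the vehicle channel had a within-line SD of 0.90, which is 86.3% of the 1.05 found in the BMP7 channel. Untreated cells therefore varied in these probes between arrays by nearly as much as treated cells, and whether this comes from the cultures, from the RNA or from the arrays cannot be told apart. The log ratio correlated with the vehicle channel at -0.0187 and with the BMP7 channel at 0.525, so it did not follow the vehicle channel. Labeling or hybridization of the BMP7 channel is left open by these values. GC content of the probes was not tested, as the files hold no probe sequences. A response to BMP7 that differs between lines stays open as well.

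GIPR, which Table 6 does not list, had 22 upregulation events after BMP7 treatment, all with both channels well above background, and a log ratio above 0 on 30 of 30 arrays. It was named after its values were seen. Its mean log2 ratio over the 5 cell lines was 1.19 (limma, standard error 0.07, adjusted p = 0.0565), with 1.42 at 30 min and 1.11 at 3 to 24 h. The other GIPR probe of the array, with a vehicle signal well above background on 30 of 30 arrays, had 1 event. A dye effect of the probe stays open, since no array had the dyes swapped. Of the 8 genes with 10 or more upregulation events, the 6 outside the ID family were not past the threshold for a change between 30 min and 3 to 24 h, while ID1 and ID2 were. This does not show that they did not change. Only 2 of the 6, GIPR and NEXN, had a mean at 30 min as high as at 3 to 24 h, while ZSCAN4 had 0.17 and 0.96 and GNRHR 0.73 and 1.22. A dye effect and a response to BMP7 cannot be told apart for these genes.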

How the results depend on the processing

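The fits and subsets by scan batch or slide, the counts over every gene name of the array files and the matching of gene names to the RefSeq gene table were chosen after the result was seen, while all other alternatives were set before the data were examined.

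The arrays had a median log ratio of 0 already, so leaving out the shift of the median gave identical values and says nothing about stability. The clustering of arrays by cell line kept its direction and its side of the threshold under all 14 alternatives, with differences of 0.144 to 0.340. The difference of the group C probes between MDA-MB-361 and HCC1954 did so under 13 of its alternatives, with 0.94 to 1.16. With 1 value per slide it was 1.19 with an exact p of 0.10 (two-sided), the smallest that 2 slides against 3 allow.

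The sum of the rank correlations of DEPs with time stayed above 0 and not past the threshold under 12 alternatives, at 0.09 to 1.03. It reversed to -0.66 with normexp and loess and to -0.89 with normexp and median scaling. In the first scan batch alone it was 2.19 (permutation test, one-sided, p = 0.0301), over a range of p from 0.0301 to 0.816 across the alternatives. The cause was not tested.

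With normexp and loess, the mean number of DEPs per line was 510.4, 159 probes passed the general filter, 29.7% of DEPs were early, 3 genes had 10 or more events and 48.0% of the events of the 100 top-ranked genes were upregulation. With normexp and median scaling, 1766 probes passed the filter, 55.6% of DEPs were early, 45 genes had 10 or more events and 92.0% of the top-ranked events were upregulation. The causes of these differences were not tested.

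With at least 1 channel required to be well above background, the mean number of DEPs was 1634.4, 393 probes passed the filter, 27.6% of DEPs were early, 6 genes had 10 or more events and the share of upregulation was 51.8%. With both channels required, the values were 1030.8 DEPs, 252 probes, 27.2% early, 5 genes and 54.2%. With the spot's own p also under 0.01 they were 1347.6 DEPs, 328 probes, 27.2% early, 6 genes and 53.7%. Fewer spots are counted by construction in these settings. With 3-fold in place of 2-fold, the mean number of DEPs was 667.4 and 0 genes had 10 or more events. With outlier-marked spots kept, the share of upregulation was 69.5%. With every gene name of the array files counted, 35 genes had 10 or more events.

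With each cell line left out in turn, 515 (without ZR-75-30) to 871 (without MDA-MB-231) probes passed the filter, 5 to 10 genes had 10 or more events, 28.7% (without HCC1954) to 33.5% (without ZR-75-30) of DEPs were early, and 59.3% (without MDA-MB-231) to 73.5% (without T-47D) of the top-ranked events were upregulation. Fewer arrays lower the first 2 counts by construction.

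Probes with a mean log ratio other than 0 in limma numbered 132 with normexp and loess, 3277 with normexp and median scaling, 279 with the series matrix values, 147 with at least 1 channel and 216 with both channels well above background, and 7 with outlier-marked spots kept. They numbered 2814 with all 30 arrays and cell line as a random block and 4767 with slide as a random block, which treat arrays of a line as more independent than lines. With each line left out, the count was 0 in every case, with 4453 to 6389 at an unadjusted p under 0.05.

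Probes changed between 30 min and 3 to 24 h numbered 62 with normexp and loess, 1 with normexp and median scaling, 39 with the series matrix values, 891 with at least 1 channel and 1174 with both channels well above background. The count was 0 with no cell line block (5087 at an unadjusted p under 0.05) and 1002 with the 1 h arrays counted with 30 min. It was 11 with scan batch as a further term, 3 with slide as the block and 8 in the first scan batch alone. With each line left out it ranged from 0 without ZR-75-30 (4156 at an unadjusted p under 0.05) to 267 without MDA-MB-231. The causes were not tested, except that the counts with background filters also cover fewer probes.

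The number of model-based clusters changed by more than 1.5 times under 4 of the alternatives in HCC1954 (5 to 10 clusters), 3 in MDA-MB-231 (8 to 25), 3 in MDA-MB-361 (8), 3 in T-47D (8 to 25) and 7 in ZR-75-30 (14 to 37). The cause was not tested.

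Signal over background limits these arrays, since 54.6% to 69.1% of probes per array were well above background in both channels.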

Differences from the paper's values

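The counts over every gene name of the array files and the matching of gene names to the RefSeq gene table were chosen after the result was seen, while the other tests in this part were not.

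The paper reports 29 genes with 10 or more events for BMP7, against 17 here with gene names matched to the RefSeq gene table, a definition set after the data had been seen. Of the alternatives set before the data were examined, the series matrix values gave 21 and outlier-marked spots kept gave 22, both within 1.5 times the paper's number. The others did not come that near, with 3 for normexp and loess, 45 for normexp and median scaling, 6 and 5 for the background filters, 6 with the spot's own p, 0 at 3-fold and 5 to 10 with each line left out. With every gene name of the array files counted, chosen after seeing the values, there were 35.

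The paper reports 87 late DEPs in ZR-75-30, against 137 here. The paper's value is the size of the cluster it classed as late, and it left clusters with unclear profiles undetermined. The value here counts probes that first reached 2-fold at 24 h, so these counts are defined differently. No alternative set before the data were examined came within 1.5 times the paper's value. It was 136 with the series matrix values, 137 with outlier-marked spots kept, 36 and 14 with the background filters, 22 with the spot's own p, 11 at 3-fold, 6 with normexp and loess and 9 with normexp and median scaling.

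The paper reports 22 probe clusters in ZR-75-30, against 8 here. Within 1.5 times of it were 24 with normexp and median scaling, 25 with the series matrix values, 20 and 21 with the background filters and 21 with the spot's own p, all set before the data were examined. Not within it were 14 with normexp and loess, 9 with outlier-marked spots kept and 37 with up to 40 clusters.

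Among the genes of Table 6, the number of events differed for ARHGAP9, IQSEC1, SLC22A10, DNAH2 and RBM47. The paper's values against those here were 14 and 2 for ARHGAP9, 12 and 4 for IQSEC1, 11 and 4 for SLC22A10, 11 and 2 for DNAH2, and 10 and 3 for RBM47. With the series matrix values these genes had 14, 12, 11, 11 and 10 events, and with outlier-marked spots kept 14, 13, 12, 9 and 9, so both of these alternatives, set before the data were examined, came within the paper's values. The other alternatives did not, at 0 to 4 events.

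The series matrix values also gave a mean of 3898.0 DEPs per line and 1263 probes past the general filter, which are the numbers in the paper's text, where 3768.6 and 1140 were found here.

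The paper names GNRHR as the gene with the most events for BMP7, while GIPR had 22 events here, also with the series matrix values, and GNRHR had 19. The paper lists PTPRG as upregulated by both ligands, while the probe listed for it is named ID2 in the array files. The 2 probes named PTPRG had 0 upregulation events, but their vehicle signal was well above background on only 18 and 4 of 30 arrays. The paper describes the 30 min arrays of 4 cell lines as clustering by time point, while the smallest branch that held them had 16 arrays here, 11 with at least 1 channel well above background, 10 with the series matrix values, 10 with normexp and median scaling, and 5 each with normexp and loess, with both channels well above background and with outlier-marked spots kept.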

Other observations

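The tests of signal near background, of spots of uneven brightness, of the probe listed for PTPRG and of the second scan as the whole source of a count were chosen after the result was seen, as were the fits with scan batch or slide.

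The arrays taken at 30 min were compared with other arrays for the part that the second scan may play in their grouping. The 3 pairs of 30 min arrays within the second scan batch correlated at a mean of 0.433, while 10 other pairs of different lines within that batch had a mean of 0.0776. The second scan alone would raise both. Pairs of 30 min arrays from different scan batches were not above other choices of arrays from the same batches (exact permutation test, one-sided, p = 0.0917). The 1 pair within the first scan batch correlated at -0.0814, against a mean of 0.119 for 228 other pairs of different lines there. An effect of the time point and one of the second scan of these arrays cannot be told apart, because 3 of the 5 arrays at 30 min were in the second scan batch.

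Of 100 splits of the 25 arrays into 20 and 5, the real one included, 1 had as many probes past the threshold of limma as the 234 found between 30 min and 3 to 24 h, which was the real one, and the next highest had 3. Chance can be excluded as the source of that count. In 9 of the other splits, the group of 5 held 3 arrays of the second scan, as in the real one, and 0 to 3 probes passed, which argues against the second scan as the whole source. A part played by the scan stays open. In fits of another form or with fewer arrays, the count was 11 with scan batch as a further term, 8 in the first scan batch alone and 3 with slide in place of the cell line.

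Of the events of the 17 genes with 10 or more, 48.6% fell on spots not well above background in the vehicle channel. Only 39.5% had both channels well above background. Signal near background may thus be a source of part of these events. Whether it produces the high number of events is left open for these genes as a set. For GNRHR, C12orf42, ZSCAN4 and APOC2, among others, none of the events had both channels well above background.

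With outlier-marked spots kept, 25 of the probes of the 29 listed genes had 10 or more events. Of these, 5 fell under 10 without such spots, and for 3 most events were on such spots. Of all 29, 5 lost most of their events without such spots, namely ARHGAP9, IQSEC1, SLC22A10, DNAH2 and RBM47, and 20 had 10 or more without them. This argues against uneven spots as the explanation of the list as a whole, while for these 5 genes it stays open.

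The probe listed for PTPRG, named ID2 in the array files, followed the other ID2 probe over the 30 arrays (Pearson r = 0.879, permutation p = 1e-05, Spearman rho = 0.836, permutation p = 1e-05, both two-sided and the smallest the permutations can give). Over 3 relations computed, the adjusted p was 3e-05. Without the 2 arrays farthest from the median, r was 0.821, and within the first scan batch it was 0.881. With the 2 probes named PTPRG in the files, r was -0.242 (permutation p = 0.194, adjusted p = 0.241) and -0.221 (permutation p = 0.241, adjusted p = 0.241). The vehicle signal of these 2 was well above background on only 18 and 4 of 30 arrays, so their values say little. The correlation with the other ID2 probe is what a probe measuring ID2 would give.

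The probe with a mean log ratio other than 0 that the rule for named genes gave was DIRC1 (log2 ratio 0.54, limma, standard error 0.02, adjusted p = 0.0246, above 0 in 5 of 5 lines), which had 0 events of 2-fold or more. Among those for the change from 30 min to 3 to 24 h were ZBTB10, which fell by 1.22 (limma, adjusted p = 0.0254) in 5 of 5 lines but was well above background on only 9 of 30 arrays in the vehicle channel and 6 in the BMP7 channel, with 0 of its 4 events so in both, so the size of its fall is uncertain, and GATA2, which rose by 0.93 (limma, adjusted p = 0.0474) in 5 of 5 lines. SMAD6 rose by 0.57 (limma, adjusted p = 0.0425) in 5 of 5 lines. SMAD7 had a mean log2 ratio of 0.22 (limma, adjusted p = 0.0872), above 0 in 5 of 5 lines. The probe that Additional file 4 lists for BMP7 itself had 4 upregulation events and 1 downregulation event, and its spot was marked as an outlier on 12 arrays.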
